A study of Mus musculus with 74 samples. Its data were reported in "Unreprogrammed H3K9me3 prevents minor zygotic genome activation and lineage commitment in SCNT embryos" (2023).

How the data were processed

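H3K9me3, the trimethylation of lysine 9 on histone H3 that marks heterochromatin, was measured by ultra-low-input native ChIP-seq (ULI-NChIP-seq), in which chromatin is digested with micrococcal nuclease and precipitated without crosslinking. The labels give 74 libraries in 20 groups, 41 of them H3K9me3 precipitates and 33 of them inputs. They come from mouse cumulus cells (CC), the cells around the oocyte that served as nuclear donors, from embryos made by somatic cell nuclear transfer (SCNT), in which a donor nucleus is injected into an enucleated oocyte, and from fertilized zygotes at pronuclear stage 5 (PN5). CC and oocytes were taken from B6D2F1 females, and the paper's methods describe a C57BL/6 cross for fertilized embryos. Sex composition differs between the SCNT and fertilized groups in the same way as the type of embryo. Strain does too if that cross also holds for the PN5 libraries. The paper also states that its fertilized H3K9me3 data, PN5 included, came from an earlier publication. The CC and SCNT data were generated for the study itself. Comparisons with PN5 may therefore also be comparisons between studies.

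The authors trimmed the reads with Cutadapt and aligned them to mm10 with BWA mem. The alignments were merged with SAMtools, and Picard was used to remove duplicates and to draw the same number of reads for every group. Peaks were called with MACS2 in broad mode over the input. Tool versions and the MACS2 threshold are not in the main text of the study, and its supplementary files were not used here. The result is 1 deposited peak list per group, 10 lists in all, and replicates were pooled before peaks were called. Each peak carries a fold enrichment, a ratio computed by the authors' peak caller, and a −log10 p and −log10 q value that the authors' peak caller averaged over the broad peak. The lowest −log10 p was 3.00 in CC and in each of the 8 SCNT lists and 3.02 in PN5, and the lowest −log10 q was 1.30 in PN5 and between 1.31 and 1.52 in the other lists. Fold and −log10 q were used to describe, rank or filter peaks within a list. Fold was also set side by side between lists for windows shared by ICM and TE and for positions of high fold.

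The authors drew the same number of reads for each list, given with the reported values. Read counts of single libraries are not in these lists, and replicates were pooled, so no value has a replicate error. Intervals are Wilson 95% binomial intervals over windows, islands or promoters. For values in bases, each 1 kb of covered length was counted as 1 unit, and ratios, differences and odds ratios have normal-approximation intervals, on the log scale for ratios and odds ratios. They cover counting error only, and neighbouring windows are not independent. The spread over the 19 autosomes describes how even a value was along the genome and does not stand for replicates. Pooling also means that a single deviant library cannot be seen, that no replicate can be left out, and that no test across samples was run. A peak list moves with the signal-to-noise ratio of its libraries, so a window without a peak was not detectable above the threshold and was not shown to lack the mark.

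Peaks on the 19 autosomes, X and Y were analysed, and peaks on the mitochondrial chromosome were set aside and counted. Sequence came from GRCm38.p6, whose chromosome lengths bounded every peak, and genes from GENCODE M21 on the same build (mm10). Coordinates are 1-based. Covered length was taken in bases over 2648 Mb of assembled sequence. For shares of windows the genome was divided into 1-kb windows, and a window was marked when peaks covered at least 50% of it. A window covered less than that was called unmarked or without a peak, although it can hold part of a peak. Shares of length and the Jaccard index (shared bases over the bases of either list) used bases. Expected window overlap was taken from 1000 circular shifts of a list within chromosomes over windows with at least 50% assembled bases. Windows marked at 6 hpa (6 h post activation) and not in CC were termed de novo, those marked in both inherited, and those marked in CC only erased.

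CpG islands were found in the unmasked part of the soft-masked sequence by a running score, longer than 200 bases, with GC of at least 50% and an observed-to-expected CpG ratio above 0.6, which gave 19173 islands. Promoters were the bases within 1 kb of the annotated 5′ end of 21938 protein-coding genes. A promoter was high-CpG when a 500-bp window, moved in steps of 10 bases, had a CpG ratio of at least 0.75 and GC of at least 55%, low-CpG when no window passed 0.48, and intermediate otherwise. An island or promoter was marked when a peak covered at least 50% of it or when it covered at least 50% of a peak. Fisher's exact test (two-sided) over promoters describes these lists and not the conditions, because promoters are not replicates. Soft-masking of this sequence does not name repeat families, and long terminal repeats, LINEs and MERVL were not analysed here. Expression, knockdown and fertilized stages other than PN5 were not analysed here.

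Before the data were examined, these alternatives were set: peaks with −log10 q of at least 2, peaks of at least 500 bp, every list trimmed to its highest −log10 q peaks until it covered as much as the shortest list, autosomes alone, windows or features marked by 1 base or more, bases in place of windows and the reverse, CpG classes by tertiles, and promoters of 500 bp on either side. Windows of at least 45% GC were added after seeing the data. The named loci were also set beforehand: the genes the study discusses, the 5 longest stretches covered in CC, 6 hpa, 14 hpa and 2-cell lists and by no PN5 peak, the 5 peaks of highest fold at 6 hpa that overlap no CC peak, and the 3 peaks of highest −log10 q in each of ICM and TE that overlap no peak of the other list. The interval, island and feature steps were tested on simulated data. They recovered a planted Jaccard index of 0.429 for 10000 peaks, 100 of 100 planted islands and 1000 of 1000 feature states. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.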

Results

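H3K9me3 peak lists were obtained for donor cumulus cells, for SCNT embryos at 6 and 14 hpa and from the 2-cell stage to the morula, for the lineages of SCNT blastocysts, namely inner cell mass (ICM) and trophectoderm (TE), and for fertilized PN5 zygotes. The main text of the study does not say which libraries were merged for each list. Its methods name 2 replicates per SCNT stage. A figure legend gives 4 for 6 hpa and 3 each for 14 hpa, the 2-cell and the 8-cell stage. These numbers are lower than those of the labels, so how many libraries were pooled is uncertain. By the labels, the groups behind the lists held 4 precipitated libraries for CC, 5 for 6 hpa, 4 for 14 hpa, 6 for the 2-cell stage, 3 for the 4-cell stage, 7 for the 8-cell stage, 6 for the morula and 2 each for ICM, TE and PN5. Inputs were as many, except that there were 2 for the 2-cell stage, 4 for the 8-cell stage and 5 for the morula. Each stage therefore gave a single value without a replicate error. On the 21 chromosomes the lists held between 120195 peaks (2-cell) and 200342 peaks (morula), with 167651 in CC, 178865 at 6 hpa, 165783 at 14 hpa and 132158 in PN5. Median peak width lay between 566 bp at 6 hpa and 857 bp at 14 hpa, and the authors' median fold enrichment between 2.70 in CC and 3.09 at the 2-cell stage.

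To ask how much of the genome carried H3K9me3 at each stage, the length covered by peaks was compared. CC peaks covered 255 Mb, 9.63% of the assembled genome. At 6 hpa the covered length was 157 Mb (5.92%), 0.614 times that of CC, and it was shorter than in CC on 19 of 19 autosomes, with ratios from 0.514 to 0.833. It was 237 Mb (8.93%) at 14 hpa, 137 Mb (5.17%) at the 2-cell stage, 168 Mb at the 4-cell stage, 181 Mb at the 8-cell stage and 207 Mb in the morula, and 173 Mb in ICM and 161 Mb in TE. PN5 zygotes had 134 Mb (5.05%). The 14 hpa list was 1.77 times as long as the PN5 list and longer on 19 of 19 autosomes (ratios from 1.07 to 2.19). The lowest −log10 q was lower in PN5 than in any other list. The main text of the study does not say whether both lists were called with the same threshold. The threshold on −log10 q moved these ratios most. With peaks of −log10 q of at least 2 in every list, the ratio of 6 hpa to CC was 0.534 and that of 14 hpa to PN5 was 2.63. The rise under a common cut argues against a difference in −log10 q threshold as the source of the longer 14 hpa list. The size of the ratio depends on the cut.

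**Figure D1:**
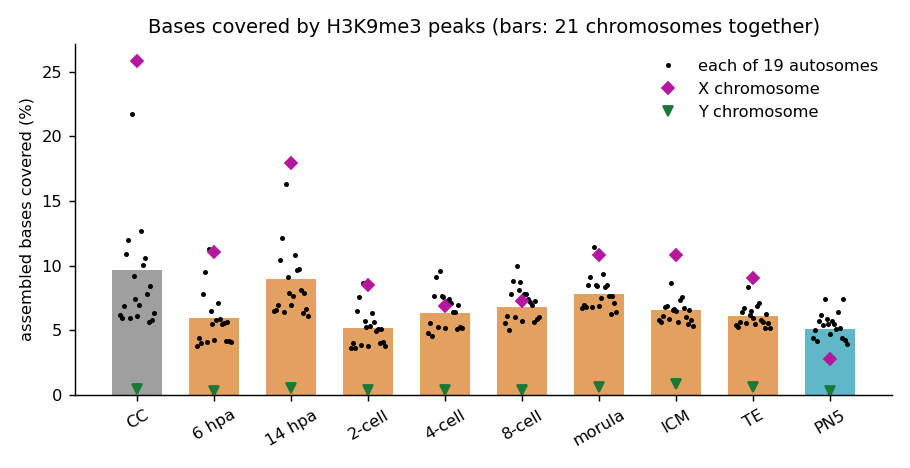
Percent of assembled bases covered by H3K9me3 peaks in CC (grey bar), SCNT stages (orange bars) and fertilized PN5 zygotes (blue bar), with each of 19 autosomes as a black point, X as a diamond and Y as a triangle. Coverage was 9.63% in CC, 5.92% at 6 hpa and 5.05% in PN5, and X lay at 25.9% in CC and at 2.73% in PN5.

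Coverage was uneven among chromosomes. The autosomal mean in CC was 8.75% ± 3.85 (SD, n = 19 autosomes), with chromosome 7 at 21.7%, while X was covered to 25.9%, 2.96 times the autosomal mean. The X-to-autosome ratio was 1.93 at 6 hpa, 2.10 at 14 hpa, 1.67 at the 2-cell stage, 1.06 at the 4-cell stage, 1.03 at the 8-cell stage, 1.38 in the morula, 1.69 in ICM and 1.50 in TE. In PN5 it was 0.508, with X coverage of 2.73% below the lowest autosome (3.93%).

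To follow the loss of donor-cell marks after activation, 238051 CC windows were traced. At 6 hpa, 65.1% of them had no peak (interval 64.9 to 65.3%). Of these, 39.5% were marked at 14 hpa. At 14 hpa, 54.6% of the CC windows were marked, and 49.2% of those were also marked at the 2-cell stage. Peaks at 6 hpa, 14 hpa and the 2-cell stage together were found in 20.0% of the CC windows, 7.26 times the mean of 2.76% over 1000 shifted lists (range 2.19 to 3.88%). PN5 peaks marked 48.4% of the windows kept through the 2-cell stage, against 16.6% of all CC windows. The authors' median CC fold was 3.12 for windows kept at 6 hpa and 2.84 for windows lost there. With all lists trimmed to equal covered length, 55.1% of the CC windows were unmarked at 6 hpa and 51.0% were marked at 14 hpa.

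The lost windows were AT-rich. Among CC windows with GC below 40%, 93.5% were unmarked at 6 hpa and 67.4% were unmarked at 14 hpa. Among CC windows with GC of at least 45%, the shares were 29.0% and 20.2%, and with GC of at least 50% they were 10.7% and 10.4%. Windows below 40% GC made up 32.2% of the marked windows in CC, 5.53% at 6 hpa, 21.5% at 14 hpa, 5.42% at the 2-cell stage, 6.12% at the 8-cell stage, 15.7% in the morula, 21.5% in ICM, 17.2% in TE and 8.98% in PN5, against 40.1% of all windows.

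**Figure D2:**
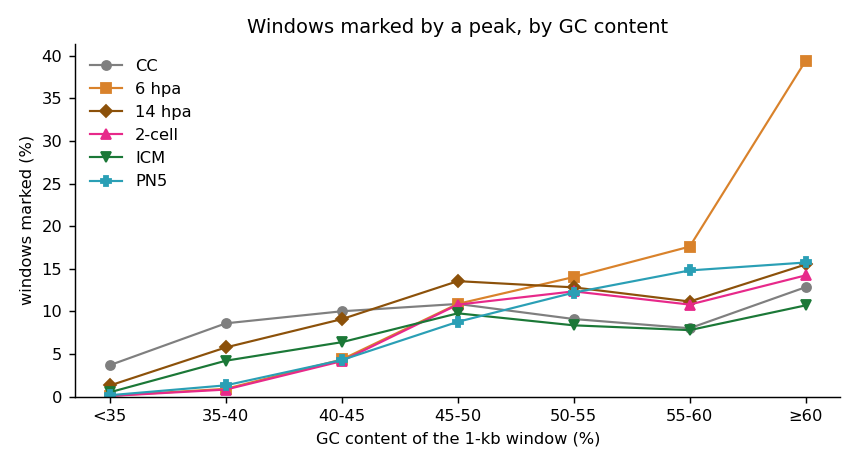
Percent of 1-kb windows marked by a peak (y axis) against the GC content of the window (x axis) in 6 of the lists. Below 35% GC, 3.71% of windows were marked in CC, 0.119% at 6 hpa and 1.33% at 14 hpa, while from 60% GC the 6 hpa list reached 39.4%.

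Between consecutive stages, the share of marked windows that became unmarked was 34.6% from 6 to 14 hpa, 58.1% from 14 hpa to the 2-cell stage, 33.4% to the 4-cell stage, 41.2% to the 8-cell stage, 41.9% to the morula, 44.4% from morula to ICM and 47.4% from morula to TE. The share of marked windows without a peak at the stage before was 38.2% at 6 hpa, 60.5% at 14 hpa, 24.5% at the 2-cell stage, 46.2% at the 4-cell stage, 42.6% at the 8-cell stage, 50.6% in the morula, 34.7% in ICM and 32.4% in TE. These shares follow the length of the 2 lists compared as well as their overlap.

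To ask how long donor marks remained visible, the share of each list's length lying in CC peaks was taken. It was 59.6% at 6 hpa, 58.4% at 14 hpa and 56.7% at the 2-cell stage, then 45.5% at the 4-cell stage and 40.3% at the 8-cell stage, the lowest among the SCNT lists. It was 47.5% in the morula, 53.6% in ICM and 53.3% in TE. In PN5 it was 33.0%, so 14 hpa exceeded PN5 by 25.4 percentage points, and it did so on 19 of 19 autosomes by 16.9 to 29.1 points. Every list shared more windows with CC than any of its 1000 shifts, from 3.56 times the shifted mean in PN5 to 5.46 times at 6 hpa. The list-length alternative moved the 8-cell share most, to 32.6%.

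**Figure D3:**
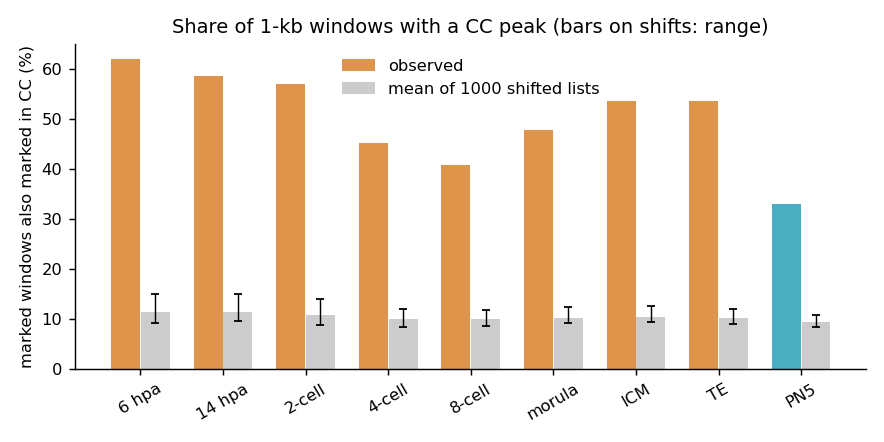
Percent of each list's marked 1-kb windows that were also marked in CC (orange, SCNT stages; blue, PN5) beside the mean of 1000 circular shifts (grey, with the range of the shifts as error bars). The observed share fell from 61.8% at 6 hpa to 40.6% at the 8-cell stage and was 53.6% in both ICM and TE, and 32.9% in PN5.

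The 14 hpa and PN5 lists were compared as the late 1-cell embryos of the 2 origins. Of the 14 hpa peak length, 72.0% lay outside PN5 peaks (170 Mb), and 60.5% did when the lists were trimmed to equal length. Of the PN5 length, 49.5% lay in 14 hpa peaks. The authors' median fold at 14 hpa was 3.39 in windows shared with PN5 and 2.86 in the others. A length of 27.1 Mb in 53603 stretches was covered in CC, 6 hpa, 14 hpa and 2-cell lists and by no PN5 peak. The 4 longest of these stretches lay on distal chromosome 4. The longest, 18177 bp from 153700672 to 153718848 with 52.0% GC, was intergenic, 217860 bp from the nearest protein-coding gene, Ajap1. It was still covered to 95.7% at the 8-cell stage and to 35.5% in ICM, and its central bases are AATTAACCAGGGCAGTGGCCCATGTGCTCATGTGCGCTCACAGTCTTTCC. The next, from 153897244 to 153912272, held the start of the noncoding gene Gm13115 with 620 exonic bases. The stretches from 153061725 to 153075755 and from 153783896 to 153797649 were intergenic. The fifth, on chromosome 2 from 179465108 to 179476358, lay within an intron of Cdh4 and was covered to 69.6% in ICM and 73.4% in TE.

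Loci that the study discusses were examined in the same lists, with coverage given as the percent of the annotated gene. Zscan4d (ENSMUSG00000090714.10, chromosome 7, 11161374 to 11166159), a gene active at the 2-cell stage of fertilized embryos, was covered to 70.5% in CC, 28.6% at 6 hpa and 14.8% at 14 hpa, and by no peak from the 2-cell stage on or in PN5. Its promoter was covered to 99.5% in CC and 6.05% at 6 hpa. Duxf3 (ENSMUSG00000075046.7, chromosome 10, 58229979 to 58232675), a copy of a repeated gene array, was covered to 100% in CC and at each stage up to ICM, to 77.1% in TE and to 63.8% in PN5. Among the Usp17l genes on chromosome 7, which lie close in sequence so that reads can be shared among copies, Usp17lb (104840257 to 104842603) was covered to 100% in CC, 93.0% at 6 hpa, 79.0% at 14 hpa and 6.82% at the 2-cell stage, by no peak at the 4-cell stage, to 54.6% at the 8-cell stage and 65.7% in the morula, and by no peak in ICM, TE or PN5. Usp17la (104857009 to 104862667) was covered to 74.7%, 72.5%, 63.3% and 6.77% in the first 4 of these lists, to at most 15.7% in the later SCNT lists and to 24.6% in PN5. Usp17lc, Usp17ld and Usp17le were covered to 52.1%, 41.3% and 93.3% in CC, to 14.7%, 93.1% and 62.8% at 14 hpa, and to at most 3.91% in PN5. From the 4-cell stage on, Usp17lc was covered to as much as 33.5% (morula), Usp17ld to 12.8% (morula) and Usp17le to 8.93% (morula). Gm16513 (chromosome 5, 95182624 to 95195342) was covered to 100% in CC, 95.1% at 6 hpa, 100% at 14 hpa, 17.7% at the 2-cell stage and 2.43% in PN5.

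At the other listed genes peaks covered small parts. The Gata3 promoter was covered to 36.0% in CC and to 100% at 6 hpa, and by no peak at 14 hpa. The Cdv3 promoter went from no peak in CC to 49.9% at 6 hpa, 9.45% at 14 hpa and 19.05% at the 2-cell stage, with none in the later SCNT lists or PN5, and the Nckap1 and Max promoters were covered to 23.9% and 11.5% at 6 hpa and by no peak in the other lists. Within the gene bodies, PN5 coverage was the highest of the lists for Mcrs1 (13.3%), Mfsd1 (14.8%), Fgfr1 (12.3%), Max (5.96%) and Wwp2 (4.93%), and Mcrs1 had no peak in CC or any SCNT list. Mycn was covered to 10.6% at 6 hpa and by no peak elsewhere. Trim28 and Gata6 were covered to at most 4.29% in any list.

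To test whether marks laid down after activation favoured CpG-rich sequence, CpG islands and promoters were examined. Peaks marked 6.41% of the 19173 islands in CC (interval 6.07 to 6.77%) and 40.9% at 6 hpa (40.2 to 41.6%), a ratio of 6.38 and an odds ratio of 10.1 (Fisher's exact test, interval 9.48 to 10.8, over islands). The same islands were scored in both lists, and the test and its interval ignore that pairing. The share was 9.36% at 14 hpa, 7.88% at the 2-cell stage, 4.16% at the 4-cell stage, 2.69% at the 8-cell stage, 1.74% in the morula, 2.39% in ICM, 2.72% in TE and 8.41% in PN5. Of the islands marked at 6 hpa, 86.0% had no mark in CC, 19.5% were marked at 14 hpa and 12.2% were marked in PN5. With the lists trimmed to equal length the ratio of 6 hpa to CC rose to 10.8. The 6 hpa list also gained GC-rich windows outside islands and promoters. From CC to 6 hpa, marked windows rose by 21.7 percentage points in islands and by 14.8 points outside at equal GC. These values cover 4246 of the 5852 island windows. The rest fell in 1% GC bins with fewer than 20 windows outside and were left out. Under the same limit, 21.8% of island windows unmarked in CC and 29.4% of those outside at equal GC were marked at 6 hpa.

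De novo promoters numbered 5426 and inherited promoters 1459. High-CpG promoters made up 74.0% of the de novo set and 34.2% of the inherited set, an odds ratio of 5.47 (interval 4.83 to 6.19, Fisher's exact test, two-sided, p = 1.16e-169 over promoters), against 48.6% of all promoters. The de novo class took in 37.7% of the 10652 high-CpG promoters and 8.99% of the 7098 low-CpG promoters. Low-CpG promoters made up 41.6% of the inherited and 68.1% of the 781 erased promoters. At 14 hpa, 13.0% of the de novo and 68.5% of the inherited promoters were marked. The odds ratio was 7.20 on autosomes alone and 4.53 with CpG tertiles.

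**Figure D4:**
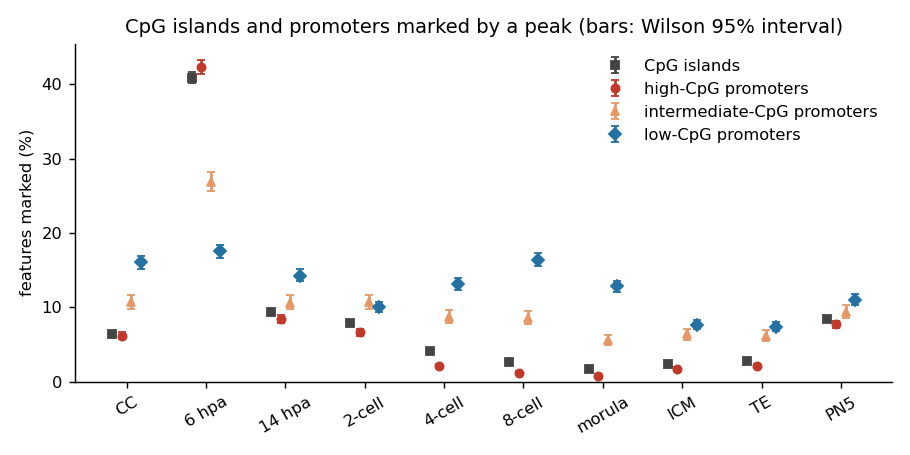
Percent of CpG islands and of high-, intermediate- and low-CpG promoters marked by a peak in each list, with Wilson 95% intervals as error bars. High-CpG promoters were marked to 6.15% in CC, 42.4% at 6 hpa and 8.43% at 14 hpa, while low-CpG promoters stayed between 7.34% and 17.5% in all lists.

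Among the 178865 peaks at 6 hpa, 44.2% overlapped no CC peak. In windows, 38.2% of the 6 hpa marks were de novo, of which 37.5% were marked at 14 hpa, against 82.7% of the inherited windows. The authors' median fold at 6 hpa was 2.73 in de novo and 3.03 in inherited windows. The de novo peak of highest fold (24.2) was an intergenic 237-bp peak on chromosome 4 (38525536 to 38525772), also covered in 4-cell, 8-cell, morula, TE and PN5 lists. The second (fold 10.2) lay on chromosome 9 from 96852873 to 96853200 in an intron of Pxylp1, in telomere-like repeats with the central bases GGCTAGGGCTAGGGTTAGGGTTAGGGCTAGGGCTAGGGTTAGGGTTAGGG. The other 3 were an intergenic peak on chromosome 9 (73310296 to 73310604, fold 9.21), a peak over coding exons of the zinc finger gene Zfp661 on chromosome 2 (127577078 to 127578196, fold 8.74) and an intergenic TTC repeat on chromosome 8 (31420243 to 31420499, fold 8.71).

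To ask whether the first 2 lineages carried different marks, ICM and TE lists were compared. Their Jaccard index was 0.504, with an autosomal mean of 0.504 ± 0.0220 (SD, n = 19 autosomes), and ranked 1 of 45 pairs of lists. The next were morula with ICM at 0.423 and the 2-cell with the 4-cell stage at 0.421, and the lowest was CC with PN5 at 0.128. Trimming the lists to equal length moved the ICM and TE index to 0.553, still rank 1. Of the ICM windows, 65.5% were marked in TE, 11.4 times the shifted mean, and of the TE windows 71.7% were marked in ICM. Windows in ICM alone were marked in the morula in 40.04% of cases and windows in TE alone in 39.8%, against 78.5% of shared windows. The authors' median fold in ICM was 3.75 in shared windows and 3.09 in windows absent from TE, and in TE it was 3.72 and 3.01. Over the 102598 shared windows the folds of the 2 lists had a Spearman rho of 0.688, across windows, which are not independent replicates.

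**Figure D5:**
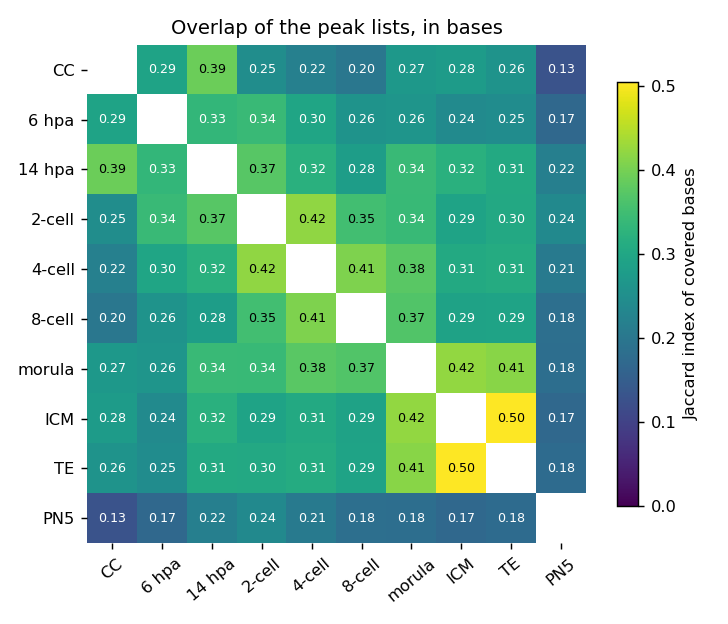
Jaccard index of covered bases for each of the 45 pairs of lists, as colour and number. ICM with TE was highest at 0.504 and CC with PN5 lowest at 0.128.

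The ICM peaks of highest −log10 q without a TE peak were short repeats. They were an intergenic TTC repeat on chromosome 16 (44806483 to 44806713, −log10 q 147), an intergenic AAG repeat on chromosome 4 (8917929 to 8918131, −log10 q 107) that was covered to 81.3% at 6 hpa, and a peak in an intron of Gm11213 on chromosome 4 (63602232 to 63602386, −log10 q 91.4) that was also covered in the 2-cell to morula and PN5 lists. In TE the corresponding peaks were a telomere-like repeat in an intron of Lrp1b on chromosome 2 (41896137 to 41896274, −log10 q 48.7), an exon of Gm22567 on chromosome 18 (65427478 to 65427802, −log10 q 35.8) and an intron of March1 on chromosome 8 (66312600 to 66313464, −log10 q 32.3). The first was also covered to 98.6% in the morula and 100% in PN5, the second to 93.2% in CC and 100% at 14 hpa, and the third to 83.2% at the 8-cell stage.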

Values the study reported

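The study drew 60 M reads per group before calling peaks. It gave Pearson correlation coefficients above 0.90 between replicates at each stage. It counted 1656 high-CpG promoters among 2595 promoters with de novo H3K9me3 at 6 hpa, about 65%. Among promoters of low CpG content, it counted 226 of 5902 with de novo H3K9me3, about 3.8%.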

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

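The test of the mitochondrial peaks was chosen after the peaks had been seen. Mitochondrial peaks entered none of the comparisons, and there was no control for them. Counts above 3, the limit that a count of 0 allows, were found in the 2-cell list with 6 peaks, the 8-cell list with 5 and the ICM list with 5. CC, 14 hpa, morula and TE lists had 2, 1, 2 and 2, and the 6 hpa, 4-cell and PN5 lists had none. The 2 TE peaks covered 15064 bases of the mitochondrial chromosome, while the 5 ICM peaks covered 1996 bases and the 6 peaks of the 2-cell list 7941 bases.

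If the peaks came from H3K9me3 on mitochondrial DNA, they would lie at the same positions in the lists. At most 4 of the 7 lists with such peaks covered the same base. This decides nothing, because the TE peaks span most of the chromosome while the 14 hpa and morula peaks cover 585 and 439 bases. Peaks of the 2-cell (10967 to 11279), morula (11103 to 11285) and ICM (11079 to 11270) lists lay at nearly the same place, so H3K9me3 on mitochondrial DNA cannot be told apart from a technical source. Unequal shares of mitochondrial reads in precipitates and inputs stay open, because reads were not analysed here. A difference between stages also stays open and was not tested.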

How the results depend on the processing

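No paired analysis was possible because replicates were pooled before peaks were called, and for the same reason no replicate could be left out. Each value below is set against its interval over windows, islands or promoters, which is narrow, so small shifts count as changes. Over 66 comparisons, 51 fell outside that interval and 15 stayed inside. The ratios, the odds ratio and the difference in CC overlap kept their direction under the alternatives run for them. Shares have no direction, and 3 of them crossed 50%. In windows of at least 45% GC these were the CC windows without a 6 hpa peak and those kept through the 2-cell stage, and with lists of equal length the de novo windows at 6 hpa. The cause of a change was not tested unless the alternative itself gives it.

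With peaks of −log10 q of at least 2, covered length was 0.534 (6 hpa to CC) and 2.63 (14 hpa to PN5). CC windows without a 6 hpa peak were 66.4% and those kept through the 2-cell stage 20.3%, and 33.2% of 6 hpa windows were de novo. The 14 hpa length outside PN5 was 77.5%, the 14 hpa to PN5 difference in CC overlap 19.4 points, 8-cell CC overlap 45.2%, the ICM and TE Jaccard index 0.532 and the island ratio 5.48.

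With peaks of at least 500 bp the length ratios were 0.564 and 1.85, the 14 hpa length outside PN5 72.8%, 8-cell CC overlap 40.7%, the Jaccard index 0.521 and the island ratio 5.65. Shares of windows did not move, because a peak under 500 bp cannot by itself fill the required part of a window.

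With lists trimmed to equal covered length, by construction removing length differences, CC windows without a 6 hpa peak were 55.1%, with a 14 hpa peak 51.0% and kept through the 2-cell stage 26.0%. De novo windows at 6 hpa were 50.8%, the 14 hpa length outside PN5 60.5%, the CC-overlap difference 25.9 points, 8-cell CC overlap 32.6%, the Jaccard index 0.553, the island ratio 10.8 and the promoter odds ratio 6.91.

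On autosomes alone the length ratios were 0.651 and 1.60, CC windows without a 6 hpa peak 63.7%, with a 14 hpa peak 55.9% and kept 21.2%, de novo windows 39.5%, 14 hpa length outside PN5 69.8%, 8-cell CC overlap 38.2%, the island ratio 8.74 and the promoter odds ratio 7.20.

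With windows marked by 1 base or more, CC windows without a 6 hpa peak were 51.1%, with a 14 hpa peak 61.5% and kept 29.1%. With bases in place of windows these were 63.4%, 54.2% and 20.8%, and de novo length was 40.4%. With windows in place of bases, 72.9% of 14 hpa windows lay outside PN5, 8-cell CC overlap was 40.6% and the Jaccard index 0.521. With CpG tertiles the promoter odds ratio was 4.53.

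Windows of at least 45% GC, an alternative chosen after seeing the data, moved the shares of CC windows furthest. CC windows without a 6 hpa peak were 29.0%, with a 14 hpa peak 79.8% and kept through the 2-cell stage 50.1%. De novo windows at 6 hpa were 40.6%, a smaller shift than the one to 50.8% with lists of equal length.

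The authors drew the same number of reads for each list, and the peak lists hold no read counts to check it. Depth limits statements of absence: a window without a peak was not detectable above the threshold in that list.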

Other observations

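Several tests were chosen or changed only after the result was seen. These are both tests of Y sequence from male cells, the tests of chance coincidence of high-fold peaks and of GC in the windows lost at 6 hpa, and both tests that set X coverage in CC against PN5, which replaced tests of CC alone. The reading of the X copy number test was left open after its value was seen. The test of Y repeats was narrowed to soft-masked sequence after its value was seen. The tests of shared sequence words, and for islands the share of unmarked windows, were added after the first tests had been read.

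GC content separated the lists. The excess of CC windows unmarked at 6 hpa over those unmarked at 14 hpa was 19.7 percentage points over all windows and 26.1 points below 40% GC. In windows of at least 45% GC, where the test was set, it was 8.76 points, which neither vanishes nor equals the excess in the rest. From these lists alone, GC-dependent recovery of reads therefore cannot be told apart from a loss in the embryo. In the GC-richest part, windows of at least 50% GC, it was 0.304 points, a threshold picked after the values were known. The excess shrank to 6.12 points when the lists were trimmed to equal length, which is consistent with a part of it coming from fewer called bases at 6 hpa. Weak CC peaks falling under the threshold are argued against as the whole cause of the loss and return, since 23.8% of the CC windows with the highest fold (n = 23806) were unmarked at 6 hpa and marked at 14 hpa, near the 25.7% of all CC windows. Loss at 6 hpa by itself did follow fold, with 41.1% of these windows unmarked, 65.1% of all CC windows and 84.6% of those with the lowest fold (n = 23808), so weak peaks may account for a part of it. A biological loss limited to AT-rich heterochromatin stays open, and input libraries, which bear on it, were not analysed here. The 2-cell, 4-cell, 8-cell and PN5 lists share the scarcity of AT-rich windows with 6 hpa, so comparisons of any of them with CC, 14 hpa, ICM or TE carry the same open question.

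The marks on CpG islands at 6 hpa bear on the same point. If read recovery rose with GC, windows of equal GC outside islands and promoters would gain marks as islands do. They gained 14.8 percentage points from CC to 6 hpa against 21.7 in islands, so GC-dependent recovery may account for a part of the gain at islands. Scarcity of AT-rich windows does not by itself bring such a gain. The 2-cell list had as few windows below 40% GC (5.42%, against 5.53% at 6 hpa), yet marked 5.44% of island windows against 25.9% at 6 hpa. Outside islands at equal GC it marked 44.6% against 57.8%, so neither part gained in the 2-cell list as at 6 hpa. The comparison is limited because 43.0% of the outside windows were already marked in CC against 4.17% of the island windows. It also used 4246 of the 5852 island windows, since the others had too few outside windows of equal GC. Among windows unmarked in CC, the order was the opposite, with 29.4% marked at 6 hpa outside and 21.8% in islands. From these lists alone, marking of GC-rich sequence by the embryo itself remains open and was not tested here. The paper knocked down Suv39h2, whose product it credits with laying down de novo H3K9me3. It reports less de novo H3K9me3 at 6 hpa and less at CpG islands, with inherited and erased marks not affected. That experiment was not analysed here and favours marking by the embryo for at least a part of the islands.

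X was covered above most autosomes in CC, early SCNT lists, ICM and TE and below each autosome in PN5. In CC alone, X windows were marked 2.18 times as often as autosomal windows of equal GC and soft-masked content, within the range of single autosomes, whose highest value was 2.52. With lists trimmed to equal length, the X-to-autosome ratio in CC was 2.70 and the highest autosome was at 2.84. As deposited, X in CC lay beyond the autosomes (2.96 against at most 2.48), as it did with −log10 q of at least 2 (2.86 against 2.60), so whether X stands apart in CC depends on the measure. Adjusted for composition, X lay beyond the autosomes at 6 hpa (2.10 against at most 1.77) and the 2-cell stage (1.64 against 1.46), and within them at 14 hpa (1.72 against 1.76). At equal list length it lay within them at 6 hpa (1.97 against 2.03) and the 2-cell stage (1.66 against 1.70), and beyond them at 14 hpa (1.89 against 1.64). In ICM and TE it lay beyond them on each of these measures. The composition-adjusted values were 1.29 against at most 1.19 in ICM and 1.22 against 1.21 in TE, and those at equal list length 1.74 against 1.31 and 1.52 against 1.34. The difference between CC and PN5 was beyond the autosomes on both measures. The composition-adjusted value of X was 3.73 times higher in CC than in PN5, against 0.584 to 2.08 on autosomes. At equal list length, X coverage in CC was 4.58 times that in PN5, against 0.481 to 1.77 on autosomes. Composition and weak peaks of longer lists are therefore argued against for the difference between CC and PN5, and not for the height of X in CC.

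Low X copy number in PN5 zygotes of both sexes was tested on windows marked in all other 9 lists. PN5 marked 53.5% of them on X (interval 51.5 to 55.4%, n = 2574) against 64.1 to 75.5% on autosomes. Lowering every −log10 p to 75% of its value, a crude stand-in for the loss of reads, brought the autosomes to 56.4 to 67.6%. X lay below that range, which by the rule first set would count against copy number, but the margin is small and the scaling is assumed and not measured. The same lowering left the autosomes 0.594 to 0.653 of their PN5 length. The X-to-autosome ratio of covered length in PN5 was 0.508, below that range. Adjusted for composition, X in PN5 was marked at 0.583 of its expected share, close to the range, but this is a different measure. Low copy number and a difference on X itself cannot be told apart here. The inactive X of female donor cells, strain and study of origin stay open and were not tested.

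Peaks on Y appeared in lists made from nuclei of female donor cells. Male cells would give high Y coverage in PN5, where both sexes are present, if Y carried the mark equally at each stage, which was not measured. PN5 peaks covered 0.265% of Y and ICM peaks 0.827%, but PN5 is also the shortest list. Relative to autosomes, PN5 stayed below the 2-cell, morula, ICM and TE lists as deposited, with lists of equal length and with −log10 q of at least 2. In the last setting its ratio was 0.0670 against 0.0788 at the 2-cell stage and 0.136 in ICM. For the CC, 6 hpa, 14 hpa, 4-cell and 8-cell lists as a set, the order changed with the setting. Male cells cannot be told apart from another source in any of these lists, because PN5 is no measure of the Y coverage that male cells would give at other stages. Soft-masked repeats do not account for all of it, since 3.14% of the low-repeat Y windows (under 20% soft-masked) were marked in any list against 0.959% of the others. In the marked low-repeat windows, a mean of 99.01% of 31-base words occurred more than once on the chromosomes analysed, against 68.6% in the unmarked ones (permutation test, two-sided, p = 0.00023, 26 and 802 windows). The medians were closer, at 100% and 96.8%. Such words made up most of the sequence in 67.3% of the unmarked windows too, so repeated sequence was common in both. Neighbouring windows are not independent. Y peaks in these lists may thus come from repeated sequence that soft-masking does not mark, on Y itself or on other chromosomes. No biological explanation was tested.

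Narrow peaks of at least 10-fold enrichment and at most 1000 bp recurred at the same positions. There were 111 such positions, 25 of them in more than 1 list, and 60 coincidences over all pairs of lists, where 1000 shifts gave at most 1. On chromosome 17 from 4626165 to 4626599 the fold was 53.4 at 14 hpa, 61.9 at the 8-cell stage, 12.4 in ICM and 27.1 in TE. A CC peak there had a fold of 2.13. On Y from 34438981 to 34439184 the fold was 94.0 at the 2-cell stage, 18.6 at the 8-cell stage and 213 in the morula. These positions were singled out after their values were seen. Strong marks of the donor cells are argued against, because 7 of the 25 had any CC peak. That 0 of them had a CC peak of 10-fold adds nothing, since the highest fold in the CC list was 8.31. In the recurrent positions, 80.3% of 31-base words occurred more than once, against 20.2% in 2000 random stretches (permutation test, two-sided, p = 1e-05, the smallest the resamples can give). The 86 positions found in 1 list only had 67.8% (permutation test of both kinds of position, two-sided, p = 0.095). Reads of repeated sequence are a candidate explanation for the high fold in general. A difference between recurrent and single positions was not detectable. Folds above 10 in these lists are uncertain. Few input reads at these positions in some stages would give the same peaks and cannot be told apart, because input reads were not analysed here. No biological explanation was tested beyond the donor marks.

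Windows marked in all 10 lists were tested for zinc finger genes, with a negative result. Of 15631 such windows, 0.384% lay in genes named Zfp, below the mean of 0.509% over 1000 shifts, whose highest value was 1.10%. Single lists, for which no shifts were run, mostly lay above the 0.479% of all windows. Their shares reached 0.752% in CC, 0.801% in ICM and 0.886% in TE. Only the 4-cell (0.423%) and 8-cell (0.431%) lists lay below. The negative result therefore covers windows marked in all lists and not the single lists.

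The number of promoters with de novo marks at 6 hpa here was 5426. That is higher than the number quoted from the study above. High-CpG promoters among them numbered 4014. That is higher than the number quoted from the study above. Low-CpG promoters with de novo marks numbered 638, or 8.99% of their class. Both are higher than the values quoted from the study above. The study's rule for its CpG classes is not in its main text, so its classes need not be the same as those here.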
